# Atlantic salmon skin barrier functions gradually enhance after seawater transfer

**DOI:** 10.1038/s41598-018-27818-y

**Published:** 2018-06-22

**Authors:** Christian Karlsen, Elisabeth Ytteborg, Gerrit Timmerhaus, Vibeke Høst, Sigurd Handeland, Sven Martin Jørgensen, Aleksei Krasnov

## Abstract

Atlantic salmon farming operates with high production intensities where skin integrity is recognized as a central factor and indicator for animal health and welfare. In the described trial, the skin development and its immune status in healthy Atlantic salmon reared in two different systems, a traditional open net-pen system and a semi-closed containment system, were investigated. Freshwater smolts were compared to post-smolts after 1 and 4 months in seawater. Growth performance, when adjusted for temperature, was equal between the systems. Skin analyses, including epidermis and dermis, showed that thickness and mucus cell numbers increased in pace with the growth and time post seawater transfer (PST). Gene expression changes suggested similar processes with development of connective tissue, formation of extracellular matrix and augmented cutaneous secretion, changes in mucus protein composition and overall increased immune activity related to gradually enforced protection against pathogens. Results suggest a gradual morphological development in skin with a delayed recovery of immune functions PST. It is possible that Atlantic salmon could experience increased susceptibility to infectious agents and risk of diseases during the first post-smolt period.

## Introduction

Success and sustainable growth of the commercial Atlantic salmon (*Salmo salar*) aquaculture depend principally on fish health and welfare. Development of semi-closed containment systems (S-CCS) at sea is a promising strategy aiming at further expansion of the Atlantic salmon production in Norway^1^. In general, these systems are developed for the rearing of post-smolts during a limited period after seawater transfer. S-CCS technologies are targeted to better control the farm environment and improved protection against infectious diseases and parasites. Many of the S-CCS systems are designed with a deeper water-inlet (>20 m below the surface). Such tempered water may be beneficial during warmer summer periods and cold winters, but may also reduce growth and other metabolic processes the rest of the year. However, the deep water intake aim to prevent parasitic infections, mainly sea lice. It is currently unknown if these changes in production parameters, may bring an altered diversity, prevalence or load of known or new microparasites compared to the open systems. For example, skin ulcerations of Atlantic salmon post-smolts is a reoccurring problem^2,3^, and one of the problems anticipated to increase in S-CCS systems. Bacteria such as the psychrophilic *Moritella viscosa*, causing winter-ulcer disease in farmed salmonids^4^, may increase the risk of skin ulcerations. Assessment of S-SSC, their advantages and drawbacks in comparison with traditional facilities requires systematic monitoring and multidisciplinary research.

The skin of fish is a protective and active layer of tissue that interacts with the surrounding environment^5^. It provides protection against external agents and has a high capacity for healing and regeneration^6^. Several cell types are involved in formation and maintenance of the cutaneous layer that forms the first physical and immune active barrier in fish^7–9^. The epidermis is a superficial multilayer of cells that forms a stratified epithelium. Mucus cells, scattered in the epidermis, secrete products with antimicrobial activities^10^. The keratocytes are the outermost cells, forming the epidermis cell layer which is in contact with the fish’s surroundings. Keratocytes rapidly migrate to cover wound surfaces with the ability to internalize particular matter as part of the nonspecific immune response^11,12^. Removal of this outer layer of fish skin may increase susceptibility to infections^7,9^. Underneath the epidermis is the dermis, which contains the fibrous connective tissue enriched with blood vessels. The outer part (*stratum spongiosum*) contains the scales. The deeper part (*stratum compactum*) has a high proportion of collagen fibers that provide the flexible support followed by vascularized tissue that links with the adipose tissue and the muscle. Skin structure under normal conditions and its ability to repair after damages are determined by diverse cellular elements, extracellular matrix (ECM) and function of mucus.

Atlantic salmon is poikilothermic, and biological processes will be affected by environmental parameters, such as water temperature. Temperature affects both specific and nonspecific immunity^13^. Low temperature may have systemic immunosuppressive effects on fish^14^ where protection from vaccination may decrease^15^. Effects on the nonspecific immunity may also be of great importance. Low temperatures decrease the motility of the re-epithelializing keratocytes^8^, while it may also enhance other responses such as e.g. lytic activities^16^, and potentially affect the many roles of mucus^10^. It is reported that skin of Atlantic salmon responded with enrichment of genes related to mucus immunity at low temperature^17^. A recent transcriptome study revealed systemic suppression of immunity in salmon during smoltification, which maintained at the same level after three weeks in seawater^18^. Further studies found substantial difference between salmon strains by the character and magnitude of immune changes during smoltification^19^. This might be associated with the increased occurrence of infectious diseases in salmon after seawater transfer^2,20^ as it remains unknown if expression of immune genes increases after initial down-regulation and how much time is required for recovery.

The goal of this study was assessment of conditions and temporal changes in salmon skin from smolt in freshwater to post-smolt in the first period after seawater transfer, and comparison between a S-CCS and conventional open sea net-pens. Performance of salmon from the same batch of smolts was tested in two different farming systems; in Preline S-CCS (Preline Fishfarming System AS, Norway) and in conventional open sea net-pens. While the water in Preline is heavily controlled by a deep water intake, the fish in open net-pens are constantly exposed to the natural water qualities at the site’s location. Skin was selected for its complex and dynamic barrier functions essential for integrity and protection of the Atlantic salmon. We performed histological examination and transcriptome analyses with focus on resistance, immunity and development of the skin. According to our results, it seems to be a generic response in salmon during the first period after seawater transfer, where immune functions are reduced. These results further indicate that it may be beneficial for salmon to spend the first months in a more controlled and confined environment.

## Material and Methods

### Fish and production systems

The field study was performed as a collaboration between Lerøy Seafood Group ASA and the Centre for Research-based Innovations in Controlled-environment Aquaculture, CtrlAQUA. Atlantic salmon (Salmobreed QTL duo) hatched in 2015 were reared at Sjøtroll Havbruk AS (Kjærelva, Fitjar, Norway). Smolts were produced by decreasing the day length from LD24:0 to LD12:12 for 8 weeks, followed by 8 weeks on LD24:0 before transfer by well boat to seawater as 1+ smolts in May 2016. The fish group was split and randomly placed into two different culturing systems. The S-CCS (with 157,126 fish) examined in this study is an in-sea 50 m floating semi-closed raceway system (Preline, Preline Fishfarming System AS, Norway) designed to cultivate Atlantic salmon during the first seawater period. The Preline S-CCS holds approximately 2000 m^3^ of water and was located in a region with a depth of 100 m. The intake-water is pumped from 30 m and propellers create a water current of 10–20 cm s-1 exchanging the water in the system within 5–6 min. This is in contrast to the traditional 160 m circular open water net-pen system (with 164,286 fish), located at a depth of 250 m, and with a 60 m deep pen which is exposed to the natural fluctuations in water current at the site’s location. Both sites were located in the West of Norway (S-CCS: latitude: 60° 20′ 527′′N, longitude: 5° 38′ 293′′E, and open net-pen: latitude: 59° 57′ 498′′N, 5° 49′ 238′′E). Oxygen, temperature and salinity were automatically monitored (OxyGuard Commander, Sterner, Bergen) with daily registration (Fishtalk, AkvaGroup, Bryne) at 3 m, 8 m and 15 m in the open net-pen system, and in the inlet and outlet water in the S-CCS. Environmental parameters during the experiment period at sea (May-August 2016) are presented in Supplementary Fig. S1. The fish in both systems were automatically fed by commercial freshwater/seawater dry diets (EWOS, Norway) and grew within normal commercial expectations. All husbandry practices at the farms were conducted in accordance with national guidelines regarding animal welfare in addition to standard protocols for Lerøy Vest AS. Fish health and welfare status was regularly monitored by independent fish health veterinarians during production.

### Sampling and growth parameters

Fish (n = 30, weight 101 ± 4.2 g and condition factor (CF) 1.15 ± 0.01 (mean ± SEM), Table 1) were sampled in freshwater two weeks before transfer to seawater systems. First sampling in seawater was performed 1 month post seawater transfer (PST) with consecutive days between the systems. The measured temperature during sampling was 9.8 °C (average) in open net-pen and 8.2 °C in S-CCS. The farms were re-sampled 4 months PST. Temperatures were 15.1 °C and 12.3 °C in net-pen and S-CCS, respectively. Fifteen fish were utilized per sample time-point (weight and CF in Table 1). Netted Atlantic salmon were killed by a lethal dose of NaCO_3_-buffered tricaine methanesulphonate (MS222, Sigma-Aldrich) anaesthetics and immediately sampled on site. All fish were individually weighed (to nearest g) and their length measured (to nearest 0.5 cm). Two pieces of skin were excised from the left side of each fish in the area posterior of the dorsal fin and above the lateral line. Sample for skin histology was added into 20 ml pots containing 10% buffered formalin (CellStor™ pots, CellPath) and stored at 4 °C. Skin sample for microarray analysis was stored in RNAlater™ (Invitrogen). Samples were kept cool during transport and microarray samples stored at −80 °C until RNA extraction. The CF was calculated as: CF = 100 × Total body weight (g) × fork length^−3^. To obtain comparable growth measurements between the systems, thermal growth coefficients (TGC) were determined (Table 1), calculated as TGC = ((W_1_^0.333^ − W_0_^0.333^)/(Σ °C)) × 1000, where W_0_ and W_1_ are initial and final weight (g) and Σ °C are sum day-degree during the experimental period. The calculated weight development for the populations was used to provide estimates of the mean weight and TGC of the populations as a whole.

**Table 1:** Mean weight, condition factor and thermal growth coefficient ± SD (n = 15 for sampled fish) of Atlantic salmon in open net-pen and semi-closed containment system (S-CCS) 1 and 4 months (1 M/4 M) post seawater transfer.

	Freshwater	One month post transfer		Four months post transfer		Wilcoxon test	Weight	CF
	Smolt	S-CCS	Net-pen	S-CCS	Net-pen	Groups system:time	*p*-value	*p*-value
Sampled (measured)								
Weight (g)	101 ± 4.2	111.8 ± 23.8	113.3 ± 19.6	407.2 ± 83.4	659.9 ± 289.4	Net-pen:1 M - S-CCS:1 M	0.5202	0.9834
CF	1.15 ± 0.01	0.99 ± 0.06	0.98 ± 0.07	1.10 ± 0.07	1.18 ± 0.23	Net-pen:1 M - S-CCS:4 M	<0.0001	0.0002
TGC	n.a.	n.a.	n.a.	2.87 ± 0.67	2.87 ± 1.07	Net-pen:4 M - S-CCS:1 M	<0.0001	0.0212
Production (estimated)						Net-pen:4 M - S-CCS:4 M	0.0619	0.2451
Weight (g)	n.a.	136	132	444	733	Net-pen:1 M - Net-pen:4 M	<0.0001	0.0135
TGC	n.a.	n.a.	n.a.	3.04	2.80	S-CCS:1 M - S-CCS:4 M	<0.0001	0.0005

Comparisons of mean weight and condition factor between each pair were assessed by Wilcoxon.

### Examination of skin tissue sections

Skin samples (n = 6 per time-point, per system) were dehydrated through graded series of ethanol and embedded in paraffin (Histowax, Histolab Products AB). Sections (5 μm) were prepared in the anterior-posterior direction using a Microtom Leica RM 2165 (Leica Microsystems). Parallel sections (n = 2 per fish) were stained with haematoxylin-eosin (HE) (Sigma-Aldrich) and Alcian Blue (Sigma) and Periodic Acid Schiff (Merck) (AB-PAS). Images and measurements were done with Zeiss Axio Observer Z1 equipped with an AxioCam MRc5 camera and AxioVision software (Carl Zeiss Microimaging, GmbH). Overall morphology was examined in HE-stained sections, numbers of mucus cells were counted in AB-PAS images. Total numbers of magenta (neutral) and blue (acidic) mucus cells were counted and the ratios basic:acidic mucus cells calculated. Thickness of epidermis and dermis was measured (n = 10 measurements per sample) using the AxioVision software (Carl Zeiss).

### Microarray

Total RNA was extracted from skin samples using Trizol® reagent (Invitrogen) and purified with Pure Link kits (Invitrogen) including an on-column DNase treatment according to the manufacturer’s protocol. 2100 Bioanalyzer and RNA Nano Chips (Agilent Technologies) was used to verify the integrity of the RNA samples and only samples with RIN values > 7.5 were considered. RNA purity and concentration were measured using a NanoDrop ND-1000 Spectrophotometer (NanoDrop Technologies). Total RNA samples were stored at −80 °C until use. Multiple gene expression profiling in skin was performed using Nofima’s 15 k Atlantic salmon oligonucleotide microarray SIQ-6 (GPL16555) produced by Agilent Technologies; all reagents and equipment were purchased from the same source. Analyses included freshwater smolts (seven individuals) and seawater post-smolts (six individuals per system and time-point), totally 31 arrays were used. Labelling of total RNA (200 ng per reaction) with Cy3 was performed with Low Input Quick Amp Labelling Kit and Gene Expression Hybridization Kit was used for fragmentation. Hybridization was performed for 17 hours in a hybridization oven (Agilent) at 65 °C with a rotation speed of 10 rounds per minute. Arrays were washed for 1 minute with Gene Expression Wash Buffer I at room temperature, and 1 minute with Gene Expression Wash Buffer II at 37 °C and scanned. Gene expression data were processed and analysed with aid of Nofima’s bioinformatics package^21^. In brief, global normalization was performed by equalizing the mean intensities of all microarrays. Next, the individual values for each feature were divided to the mean value of all samples, thus expression ratios (ER) were calculated. Finally, log_2_-ER were normalized with the locally weighted non-linear regression (Lowess). The data are presented as ER to smolts. The dataset was submitted to GEO Omnibus (GSE114028).

### Statistical analyses

Fish weight and CF of the sampled fish (Table 1) were unequal in variance by Welch ANOVA and nonparametric comparisons among each pair were assessed by Wilcoxon (*p* < 0.05). Temperature and salinity measurements between the S-CCS and net-pen systems were compared by a matched pair design using a paired t-test in JMP® v13.1.0. Weight, epidermis, dermis and mucus measurements used in the assessment of histology data were normally distributed. For comparisons of group means we applied two-way ANOVA with post-hoc pairwise multiple comparisons using Tukey honest significant difference (HSD). The gene expression data were compared between smolts (freshwater) and post-smolts (seawater), the systems and time-points. Differentially expressed genes were selected by criteria: *p* < 0.05 and log2-ER > |0.8| (1.74-fold). The study groups are designated by the systems (net-pen and S-CCS) and time in sea (1 M and 4 M; 1 and 4 months, respectively). Correlation was examined between each of the five variables (fish weigh and length, epidermis and dermis thickness and mucus cell numbers), and genes were selected by criteria: Pearson |r| > 0.6, *p* < 0.05, standard deviation of log2-ER > 0.3. STARS categories were counted for genes associated with each of the variables and over-representation of categories was assessed with Fisher’s exact test.

## Results

### Fish and production parameters

Fish weight, cumulated mortality, farming and environmental parameters for S-CCS and the open net-pen systems are illustrated in Supplementary Fig. S1. The temperature increased from 7.5 °C to a maximum of 17.3 °C and 13.1 °C, in the open net-pen and S-CCS respectively. The average measured temperature was 12.9 ± 2.3 °C and 9.5 ± 1.6 °C (mean ± SD) in net-pen and S-CCS, respectively. Daily temperature measurements showed a consistently lower temperature in S-CCS (paired t-test, *p* < 0.0001) with average difference 3.5 °C. The measured salinity was 24.3 ± 1.17‰ and 31.7 ± 1.9‰ (mean ± SD) in net-pen and S-CCS, respectively being at average 7.5‰ higher (paired t-test, *p* < 0.0001) in the S-CCS. The mean body weight estimates (Table 1) from production data was 109 and 113 g when transferred to the open net-pen and S-CCS, respectively. The mean weight of the population 1 and 4 months PST was 132/136 and 733/444 g in the open net-pen and S-CCS, respectively. Recorded weight (Table 1) from individual fish was equal to 113.3 ± 19.6 g (CF = 0.98 ± 0.07) and 111.8 ± 23.8 g (CF = 0.99 ± 0.06) at first sampling and increased to 659.9 ± 289.4 g (CF = 1.18 ± 0.23) and 407.2 ± 83.4 g (CF = 1.10 ± 0.07) after 4 months in net-pen and S-CCS respectively. The S-CCS water current velocity was approximately 0.45–0.90 body length (BL) s-1 1 month PST and decreased to 0.30–0.61 BL s-1 4 months PST. Growth rate of the fish, calculated as TGC, was 2.87 ± 1.07 and 2.87 ± 0.67 (mean ± SD) in net-pen and S-CCS.

### Histological assessments of skin morphology

Corresponding sections of skin were compared between fish reared in open net-pen and S-CCS, 1 and 4 months PST (Fig. 1). The overall tissue morphology and cell integrity, observed in HE stained samples, was in concordance to what is normally observed in skin samples from healthy farmed salmon. No deviations or signs of ulceration or inflammation were observed. To calculate the number of mucus cells we stained the sections with AB/PAS that differentiates between acidic and neutral mucus cells, by staining the mucus blue or magenta, respectively. The number of mucus cells (Fig. 1AC) changed with time in seawater (two-way ANOVA, *p* < 0.0001). However, the pairwise comparison showed an increase in mucus cell numbers between the time-points in open net-pen fish, while there was no difference in S-CCS (Fig. 1CF). No overall difference in mucus cell numbers was observed between fish in open net-pen and S-CCS at the same time-point (Fig. 1F). The ratio of neutral and acidic mucus cells was not different between the systems and sampling points (Fig. 1C). The mean epidermal thickness increased from 24.3 ± 3.9 µm to 58.0 ± 11.2 µm in samples from the open net-pen and from 29.1 ± 4.2 µm to 54.8 ± 8.8 µm in the S-CCS between 1 and 4 months PST (Fig. 1BD). Epidermal thickness was different between time-points in each system (two-way ANOVA *p* < 0.0001), but not between the production systems (two-way ANOVA, *p* = 0.9198). Epidermis of fish in both systems 1 month PST was different to both systems 4 months PST (Fig. 1F). The thickness of the dermis was different between systems (two-way ANOVA *p* = 0.0004) and time-points (two-way ANOVA *p* < 0.0001). The mean dermal thickness increased from 114.6 ± 19.3 µm to 164.8 ± 24.6 µm in samples from the open net-pen and from 97.2 ± 11.6 µm to 120.1 ± 12.5 µm in the S-CCS between 1 and 4 months PST (Fig. 1D). The dermis was thicker in open net-pen fish at 4 months post seawater to the other three groups, which were not different from each other (Fig. 1F).

**Figure 1:**
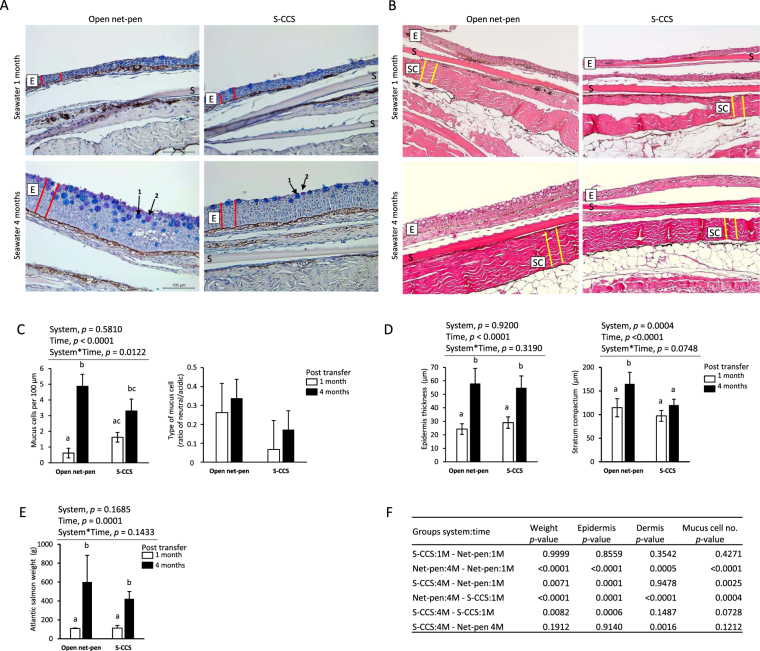
Representative images of Atlantic salmon skin 1 on 4 months post seawater transfer reared in net-pen or semi-closed containment systems (S-CCS). (**A**) Images displaying mucus cells assessed on alcian blue-periodic acid Stiff (AB-PAS) stained sections. AB-PAS stains the mucins in the goblet cells: acidic mucins stain blue (arrow 1) and neutral mucins stain pink-red (arrow 2). Epidermis layer indicated by a boxed E was measured by thickness (μm) as illustrated by red lines. S, scale. (**B**) Differences in the dermis *stratum compactum* (boxed SC) layer thickness (μm) was measured as illustrated by yellow lines. (**C**) Cells stained positive by AB-PAS were counted as goblet cells and presented as mucus cells per 100 µm. Numbers of mucus cells are different with time. The presence of different types of mucus cells is presented as the ratio between neutral and acidic stained cells. (**D**) Quantitative assessments (n = 10 measurements per sample) showing an increase in mean epidermal thickness between time-points but not systems. Thickness in *stratum compactum* of net-pen fish 4 months post seawater transfer was different to other groups. (**E**) Weight of Atlantic salmon used for histology sampling increased between time-points. Bars in all histograms represent the mean ± SD (n = 6 biological samples). Plots were analysed with two-way ANOVA (results in C-E above each graph where one or both variables are significant) and *post hoc* differences tested by Tukey HSD. Bars not sharing common letters are significantly different (*p* < 0.05). (**F**) Pairwise multiple comparisons of weight, epidermis, dermis and mucus measurements showing *p*-values from Tukey HSD.

### Gene transcription profiles

Microarray analyses were designed to compare the skin of Atlantic salmon smolt in freshwater to post-smolt in seawater 1 and 4 months post transfer to either a conventional open net-pen or S-CCS. 

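RNA from skin of 31 fish was labelled with Cy3 and hybridized one fish per array to a salmon oligonucleotide array. The groups were 7 smolts and 6 post-smolts in each of net-pen at 1 month (net-pen 1M), net-pen at 4 months (net-pen 4M), S-CCS at 1 month (S-CCS 1M) and S-CCS at 4 months (S-CCS 4M). Each array carried 14841 non-control spots, each a different probe, called a feature here. The authors deposited the scanner software's tables, in which the processed signal is an intensity in arbitrary units after background subtraction, without scaling between arrays. On 7 of the 31 arrays the software had also divided the signal by a spatial trend across the array, and 4 of these were from net-pen 4M. Between 84.3% and 97.1% of features were well above background on an array, with a median of 91.8% in smolts, 91.3% in net-pen 1M, 93.5% in net-pen 4M, 92.3% in S-CCS 1M and 90.4% in S-CCS 4M. No spot was saturated. The number of arrays limits the precision of every value. The paper describes a single enclosure for each system, at different sites. Differences between systems therefore cannot be told from differences between enclosures or sites.

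Arrays were scaled to equal mean intensity, each feature was divided by its mean over all arrays, and the log2 of this expression ratio (log2-ER) was corrected by lowess. The paper's methods name these steps. They do not name the signal that entered them, the variable of the lowess or its span, which here were the processed signal, the mean log2 intensity of the feature and 0.3. The authors' deposited processed values rest on another signal, the median signal minus the local background. Spots marked by the software as non-uniform or as outliers were left out. Features were kept if they were well above background on at least 50% of the arrays of at least one group, which left 14172 and removed 669. Groups were compared with limma, with all 31 arrays in one fit of 5 groups. A feature was called differentially expressed at the criteria of the paper, an unadjusted p under 0.05 and an absolute log2-ER above 0.8. The number with a Benjamini-Hochberg adjusted p under 0.05 is given beside each count. The probe IDs matched none of the 65341 genes of the reference table, assembly Ssal_v3.1, so features carry no gene names here.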

Figure 2A shows the number of differently expressed genes in post-smolts compared to smolts, which increased in numbers between 1 and 4 months PST for both rearing systems. 

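In net-pen 1M, 1194 of 14172 features differed from smolts by both criteria, 697 higher and 497 lower, and in net-pen 4M 1317 did, 775 higher and 542 lower. In S-CCS 1M the count was 724, with 355 higher and 369 lower, and in S-CCS 4M it was 1595, with 824 higher and 771 lower. The counts with an adjusted p under 0.05 from limma were 2653, 2704, 643 and 3493 in the same order. The ratio of the 4M count to the 1M count was 1.10 in net-pen and 2.20 in S-CCS. Of the features called at both times, 512 in net-pen and 329 in S-CCS went in one direction. In net-pen 1M and net-pen 4M alike, 901 features separated all fish of the group from all smolts, 6.36% of features where chance gives 0.117%. In S-CCS the number was 361 at 1M and 1796 at 4M.

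In S-CCS, only the real grouping among 100 groupings of the 12 fish gave a difference between the 4M and 1M counts as large as 871. In net-pen 34 of 100 groupings of the 12 fish gave a difference of at least 123 features, so the net-pen increase was within the spread between fish. The setting that moved the 4 counts most downward was normexp background correction, with 403 in net-pen 1M, 611 in net-pen 4M, 201 in S-CCS 1M and 610 in S-CCS 4M. Both increases had the same sign in all 16 settings. With an adjusted p under 0.05 from limma in place of both criteria, the net-pen number fell in most of the other settings. It fell from 2633 to 2414 without lowess and from 4258 to 4026 with array weights. With 75th percentile scaling it rose from 2515 to 2900. The share of higher features depended on the scaling. With 75th percentile scaling it was 77.6% in net-pen 4M, against 58.8% in the values above, 66.5% against 49.0% in S-CCS 1M and 64.4% against 51.7% in S-CCS 4M. Without lowess it was 44.3% in net-pen 1M, against 58.4%, 70.1% in S-CCS 1M and 37.5% in S-CCS 4M. After normexp it was 47.95% in net-pen 4M and 27.9% in S-CCS 1M.

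Slides held several arrays each, and those of net-pen 1M held no other group. Over the other 25 arrays, with slide as a block, the counts were 1046 in net-pen 4M, 563 in S-CCS 1M and 1809 in S-CCS 4M. The numbers with an adjusted p under 0.05 were then 734, 55 and 2514, against 2772, 700 and 3607 over the same arrays without the block. From the higher numbers at 4M, the paper states an increase over time in both rearing systems.

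**Figure D1:**
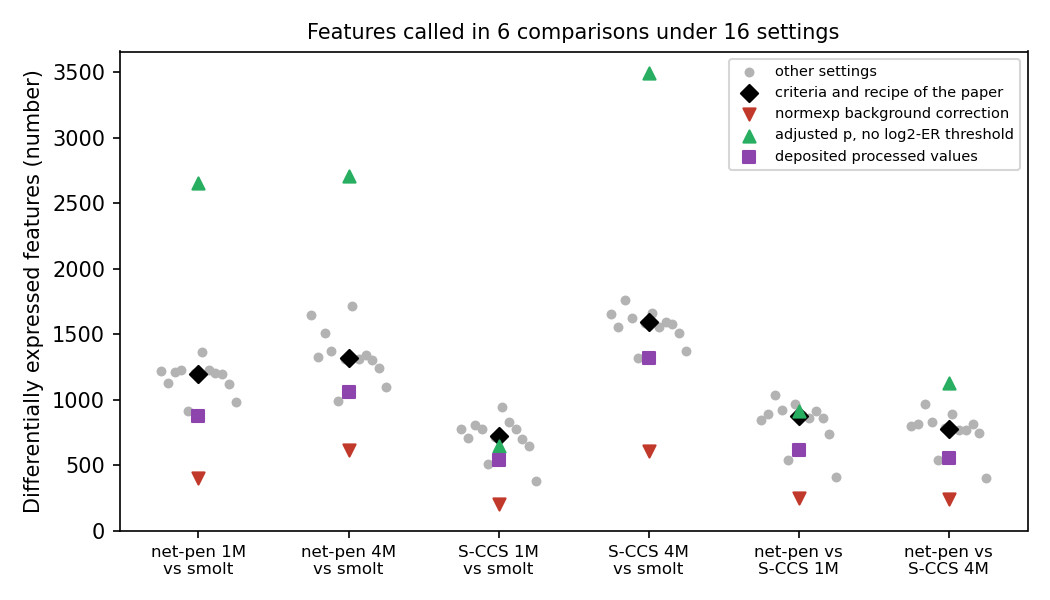
Number of differentially expressed features (y axis) in 6 comparisons (x axis), each point a count under one of 16 settings. The S-CCS count against smolts rises from 724 to 1595 under the criteria of the paper (black diamonds), and normexp gives the lowest count against smolts in every group.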

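Between net-pen and S-CCS, 872 features were called at 1M, 561 of them higher and 311 lower in net-pen. At 4M the count was 778, with 399 higher and 379 lower in net-pen. With an adjusted p under 0.05 from limma in place of both criteria, 912 features differed at 1M and 1123 at 4M. This number also rose in most other settings, such as from 717 to 1008 with 75th percentile scaling. Without lowess it fell instead, from 1591 to 1221. All fish of one system lay apart from all fish of the other in 457 features at 1M and 583 at 4M, 3.22% and 4.11% of features where chance gives 0.216%. Only 41 features were called at both times in one direction, and 108 were called at both times in opposite directions. At each time net-pen and S-CCS lay on different slides, and the sets of slides were exchanged between the systems from 1M to 4M. A difference between these sets would by itself give calls in opposite directions. The count was higher at 4M than at 1M in 4 of 16 settings and lower in 12. When the time labels of the fish were exchanged within each system, 45 of 100 groupings gave a difference between the counts of at least 94 features, so neither an increase nor a decrease stood out from the spread between fish. The direction of the called features also depended on the processing. Without lowess, 31.5% were higher in net-pen at 1M, against 64.3%, and 79.3% at 4M, against 51.3%. With 75th percentile scaling 61.8% were higher in net-pen at 4M, and after normexp 85.7% were at 1M. With slide as a block, which could be fitted at 4M only, 1150 features were called and 17 had an adjusted p under 0.05. In that fit only smolts linked the slides of S-CCS 4M to those of net-pen 4M.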

There was also an increase in the number of differently expressed genes between the two rearing systems between 1 and 4 months PST. 

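The magnitude of differential expression was computed as the sum of squared mean log2-ER to smolts over the 3866 features called in any of 8 comparisons. It was 3145 ± 459 (bootstrap SD over fish, n = 6) in net-pen 1M and 2322 ± 457 (bootstrap SD, n = 6) in S-CCS 1M, a ratio of 1.35. The 95% bootstrap interval of the difference of 824 reached from -323 to 1922. With the group labels of the 12 fish exchanged in all 924 ways over all kept features, where the difference was 1193, the two-sided exact p was 0.0368, or 0.0736 after adjustment over the 4 differences tested. Part of each sum is noise, and with the squared standard errors taken off it was 2590 in net-pen 1M and 1767 in S-CCS 1M. The count of features called in net-pen 1M was 1.65 times that in S-CCS 1M. A difference of counts of at least 470 arose in 3 of 100 groupings of these fish, a share of 0.075 after adjustment over 5 such differences. Of the features called against smolts, 359 were shared by both systems in one direction, 4 were called in opposite directions, 831 were called only in net-pen and 361 only in S-CCS. The array of S-CCS 1M fish 2 had raised signals in dim features before lowess, and without it 862 features were called in S-CCS 1M.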

At 1 month PST, more genes were differently expressed (Fig. 2A) with a greater magnitude of differential expression (Fig. 2B) in the open net-pen compared to S-CCS. 

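At 4M the count of features called against smolts in S-CCS was 1.21 times that in net-pen, with 635 features shared in one direction, 956 called only in S-CCS and 678 only in net-pen. A difference of counts of at least 278 arose in 14 of 100 groupings of the 12 fish. The magnitude was 4066 ± 549 (bootstrap SD, n = 6) in S-CCS 4M and 3757 ± 554 (bootstrap SD, n = 6) in net-pen 4M. Their difference was 310, with a 95% bootstrap interval from -1033 to 1297. Over all kept features the difference was 599, with a two-sided exact p of 0.316 from the exchange of group labels. Neither exceeded the spread between fish. With 75th percentile scaling the order was the other way, 4301 in S-CCS and 4485 in net-pen. The count was also higher in net-pen with array weights, 1711 against 1662. From 1M to 4M the magnitude over the called features rose by 1745 in S-CCS and by 611 in net-pen. Over all kept features it rose by 2274 in S-CCS, with an exact p of 0.00649 (0.026 adjusted), and by 482 in net-pen, with an exact p of 0.145 (0.193 adjusted).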

At 4 months PST, the S-CCS produced higher values compared to the open net-pen by both indicators.

**Figure 2:**
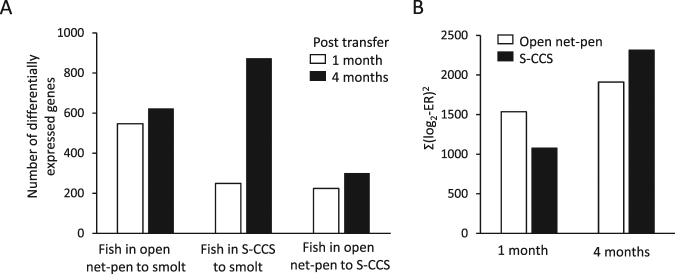
Transcriptome changes in skin of Atlantic salmon post-smolts. (**A**) Numbers of differentially expressed genes comparing smolts in freshwater to post-smolt in open net-pen and S-CCS, 1 and 4 months post seawater transfer. The number of differently expressed genes in skin of Atlantic salmon between the two rearing systems at 1 and 4 months post seawater transfer is shown to the right. (**B**) Magnitude of expression changes in comparison with smolts.

Overall, 1816 genes showed differential expression in at least one comparison. 

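Over 8 comparisons, which were each post-smolt group against smolts, the systems at each time and 4M against 1M within each system, 3866 features were called in at least one, 27.3% of those tested. Over the 6 comparisons of Fig. 2A alone the number was 3430. Only 1366 features were called in a single comparison and 2500 in more. Against smolts, 2915 features were called in at least one group and 214 in all 4 groups in one direction. Another 951 were called only between systems or between times. At an adjusted p under 0.05 from limma the number was 6437, and after normexp background correction 1462.

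By a rule set for naming features, 36 candidates among 25 features had the highest or lowest log2-ER in a comparison, with no overlap between the fish, and the leading ones in each direction are given as probe IDs. Ssa#GRASP209734281 rose by 7.21 in net-pen 4M and by 7.21 in S-CCS 4M on the log2-ER scale (standard error 1.07, adjusted p = 1.6e-05 in both from limma), higher than all smolts in 6 of 6 fish of each group. At 1M its log2-ER was 1.29 in net-pen and -0.32 in S-CCS, with adjusted p of 0.433 and 0.911 from limma, and it was not well above background in 1 of 6 and 2 of 6 of these fish. Smolt fish 1 lay above the other smolts at this feature. Ssa#S30269971 was higher by 5.16 in net-pen 1M, 6.24 in net-pen 4M and 6.19 in S-CCS 4M (standard error 0.82), in 6 of 6 fish each, and by 1.66 in S-CCS 1M with an adjusted p of 0.279 from limma.

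Ssa#CB509156 had a log2-ER of -10.28 in S-CCS 1M, -10.87 in S-CCS 4M and -10.18 in net-pen 4M, below all smolts in 6 of 6 fish each (standard error 1.33, the largest adjusted p 1.2e-05 from limma). In net-pen 1M it was -7.77 ± 4.57 (SD, n = 6), and fish 1 of that group was at 1.09, within the smolt range of -1.86 to 1.21. The median signal of Ssa#CB509156 was 31.5 in S-CCS 1M, 20.6 in S-CCS 4M and 35.4 in net-pen 4M, against 68561 in smolts. Such low signals, though well above background, leave the size of the fall and its order among these groups uncertain. Ssa#CK888312 had a log2-ER of -5.56 in net-pen 4M and -4.13 in S-CCS 4M (standard error 1.44, adjusted p of 0.0061 and 0.034 from limma), below all smolts in 6 of 6 fish each. In S-CCS 1M it was -5.68, where 2 of 6 fish were not well above background, and in net-pen 1M it was -2.54 with fish 1 again the highest.

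**Figure D2:**
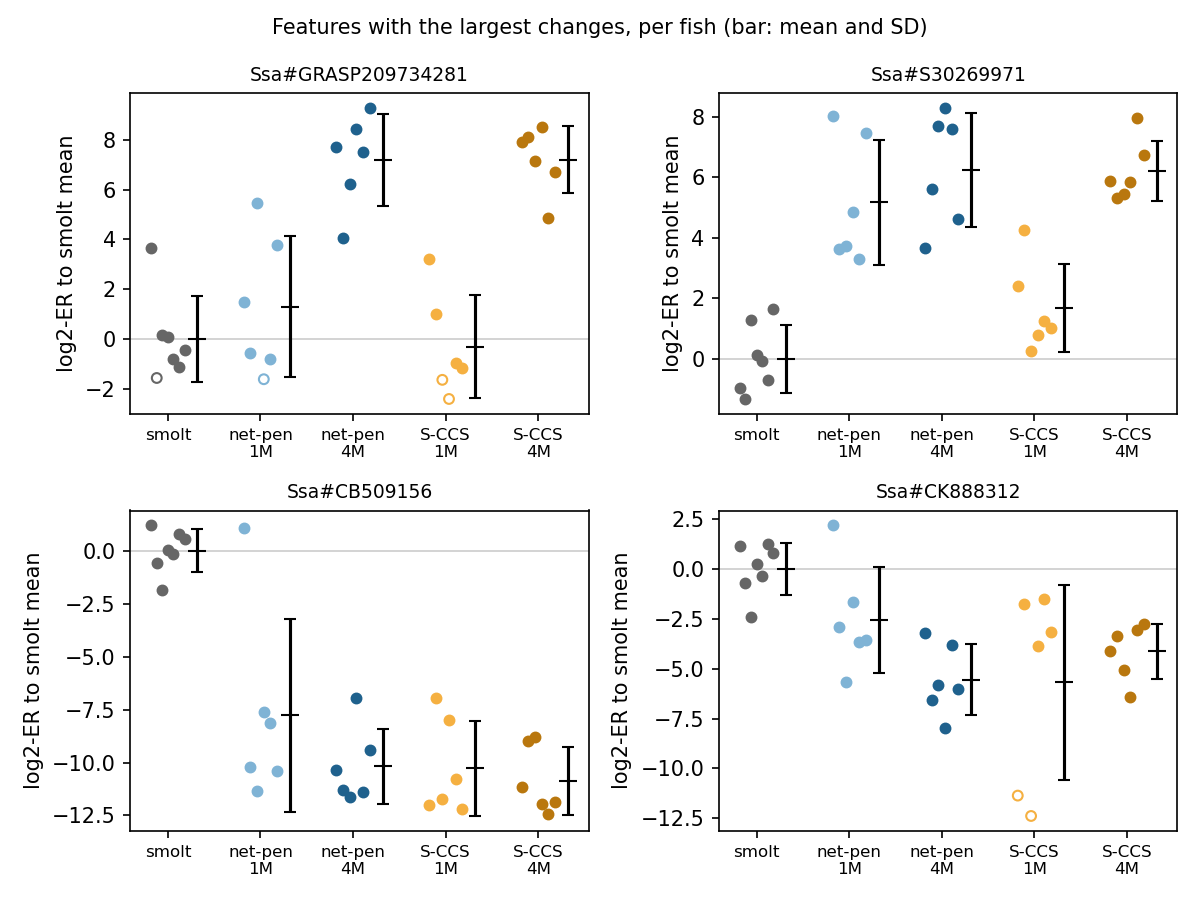
Log2-ER to the smolt mean (y axis) of 4 features in 5 groups (x axis). Each point is a fish, open where the feature was not well above background, and the bar gives the mean and SD; Ssa#CB509156 lies below all smolts in every post-smolt fish but fish 1 of net-pen 1M.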

Multiple functional groups of genes were different between post-smolts and smolts (Figs 3–5). A large proportion, exactly 345 genes, were related to immune responses, of which 266 (77.1%) were up-regulated in comparison with smolts prior to sea transfer. Genes were grouped by their roles to summarize changes in different parts of the immune system (Fig. 3). At 1 month PST, a decrease was detected in three functionally related groups: innate antiviral responses, antigen presentation (mainly via MHC I) and T cells activity. In contrast, increase was shown by markers of B cells (immunoglobulins) in open net-pen fish, and complement and lectins in S-CCS fish. All groups of immune genes increased expression levels 4 months PST. This trend was more pronounced in the net-pen and differences between the systems emerged in three groups: antigen presentation, lymphocytes (expression was equal at 1 month post transfer) and immunoglobulins. With respect to individual genes, most down-regulated genes were acute phase proteins (e.g. serum amyloids and serotransferrins) known as potent mediators of inflammation in salmon (Fig. 5). Opposite changes were seen in several highly responsive antiviral genes that are commonly co-expressed. A suite of immune effectors with different roles were activated. It is noteworthy to mention different profiles of matrix metalloproteinases *mmp9* and *mmp13*, which at 1 month post transfer were activated only in the S-CCS. Several stress genes with other modes of action had higher expression in control net-pen: chaperones (heat shock proteins) 1 month post sea transfer, *jun* transcription factors and the *immediate early response 2* gene (the most induced gene) 4 months post sea transfer. It is noteworthy that genes with major roles in biotransformation and exposure to chemical stressors i.e. oxidases of xenobiotics and phase II enzymes that increase solubility of lipophilic compounds, were down-regulated.

**Figure 3:**
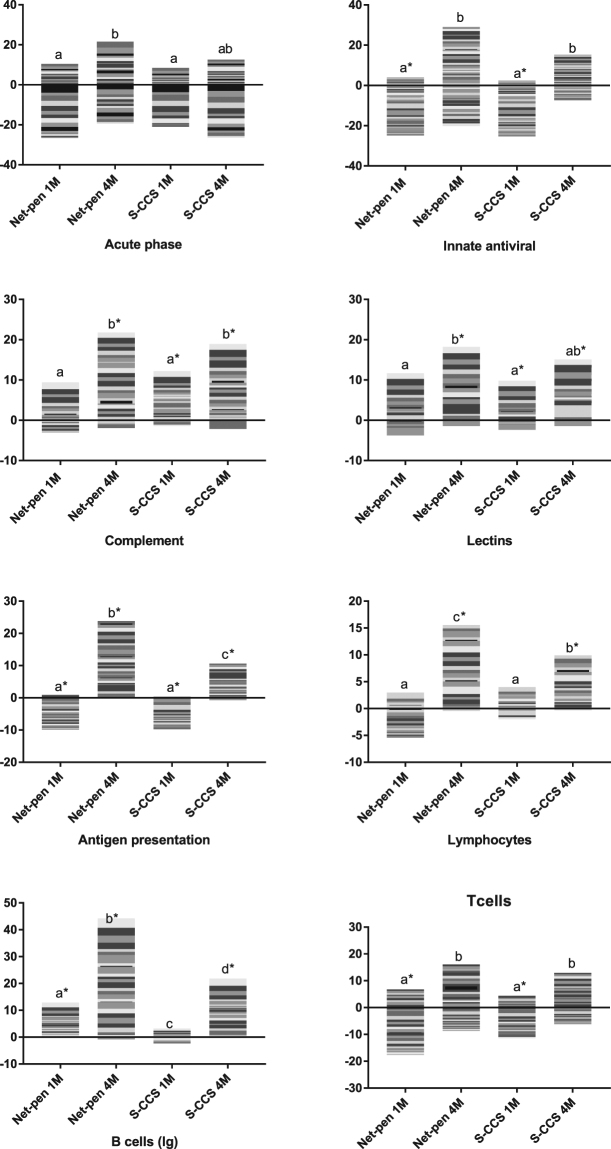
Expression profiles from microarray data in skin of Atlantic salmon reared in either net-pen or semi-closed containment systems (S-CCS) sampled 1 (1 M) and 4 (4 M) months post seawater transfer. Groups of genes involved in immunity. Stacked columns represent log_2_-ER to smolts. Each band corresponds to a gene (microarray feature) presented in a white to black scale, but which is not comparable across functional groups. Comparisons between smolts (freshwater) and post-smolts (seawater), systems and time-points (in seawater) were performed. Bars not sharing common letters are different (*p* < 0.05 and log2-ER > |0.8| (1.74-fold)), difference from smolts in freshwater is indicated with*.

**Figure 4:**
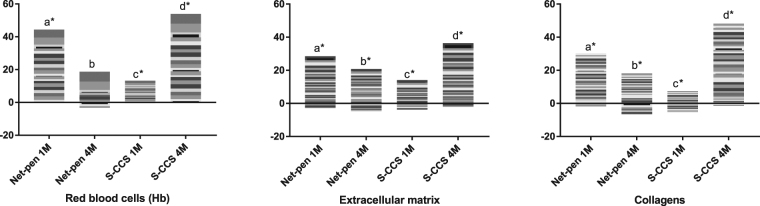
Expression profiles from microarray data in skin of Atlantic salmon reared in either net-pen or semi-closed containment systems (S-CCS) sampled 1 (1 M) and 4 (4 M) months post seawater transfer. Genes encoding markers of erythrocytes, proteins of extracellular matrix and collagens. Stacked columns represent log_2_-ER to smolts. Each band corresponds to a gene (microarray feature) presented in a white to black scale, but which is not comparable across functional groups. Comparisons between smolts (freshwater) and post-smolts (seawater), systems and time-points (in seawater) were performed. Bars not sharing common letters are different (*p* < 0.05 and log2-ER > |0.8| (1.74-fold)), difference from smolts in freshwater is indicated with*.

**Figure 5:**
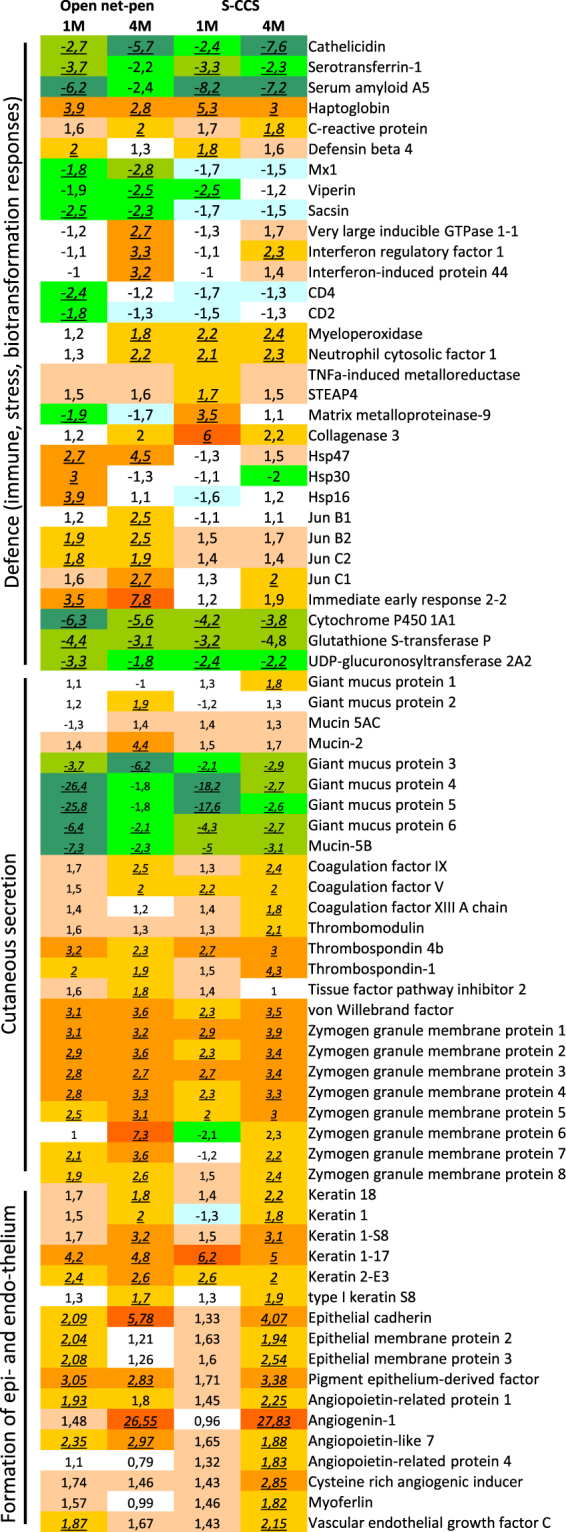
Examples of differently expressed genes involved in defence (immune and stress responses, biotransformation), cutaneous secretion and formation of epithelium and endothelium. Data are folds to freshwater smolts, differently expressed genes (>1.74-fold, *p* < 0.05) are indicated with underlined italics.

Complement was consistently up-regulated in salmon post-smolts. Difference to freshwater smolts was significant 1 month post transfer in S-CCS, which increased further in both systems at 4 months post transfer (Fig. 3). Complement was co-regulated with multiple secretory proteins, such as components of the coagulation cascade, which was also stimulated in concert with a suite of *zymogene granule membrane protein* genes that are most likely involved in exocytosis of secretory products (Fig. 5). Down-regulation after seawater transfer was shown by several genes encoding mucosal proteins; moderate increase with respect to smolts was shown by two genes denoted as giant mucosal proteins^22^ or *gmp* and *muc2* (Fig. 5). A hallmark of enhanced activity in skin after seawater transfer was markedly increased abundance of transcripts for erythrocyte markers (mainly *haemoglobin* genes). Salmon from the open net-pen and S-CCS showed different expression profiles. In the former, sharp increase was followed with marked decline but which was still from smolt, while an opposite trend was seen in S-CCS (Fig. 4). Similar profile was observed in several functional groups playing major roles in formation of skin, such as collagens and other protein components of ECM (respectively 36 and 37 transcripts). Steady increase was shown by structural and regulatory proteins specific for epithelium and endothelium with no difference between the systems (Fig. 5).

#### Correlation between morphological variables and gene transcription patterns

We further assessed if any of the measured variables of fish length, weight, epidermis, dermis and mucus cell number could help explain development of skin PST. The analyses provided correlation between all morphological characteristics (Fig. 6A), thus making further plausible explanations difficult. Despite the common trend described between all variables, it is interesting to observe that weight showed inter-correlation with epidermis, dermis and mucus cell numbers (r = 0.81–0.84, *p* < 0.001). Mucus cell numbers correlate strongly to epidermis (r = 0.90, *p* < 0.001) compared to a more moderate correlation to dermis (r = 0.69, *p* < 0.01). Figure 6B shows the comparisons between physiological measured variables on gene transcription levels within functional related gene groups. Utilizing the physiological variables allowed gene groups to be associated separately to different skin structures such as mucus numbers, epidermis or dermis. Overall, 20 and 11 functional groups correlate positively or negatively to the variables. Immune groups correlate in general positively to length and weight, with a more diverse pattern to epidermis, dermis and mucus cell numbers. The tissue ECM collagen group was positively correlated to epidermis (*p* = 0.016, 8/87 (no. of correlated genes to the total no. of genes in the category)). The ECM mucus group correlates positively to epidermis (*p* = 0.007, 4/21) and mucus (*p* = 0.021, 3/21). The tissue secretory group correlate positively to mucus (*p* = 0.032, 5/62), but negatively to dermis (*p* = 0.023, 4/62). In terms of skin development, it can also be of interest that genes involved in metabolism of iron haem (*p* = 0.018, 6/52), lipid (*p* < 0.001, 33/268) and mitochondria (*p* < 0.001, 106/368) correlate negatively to epidermis.

**Figure 6:**
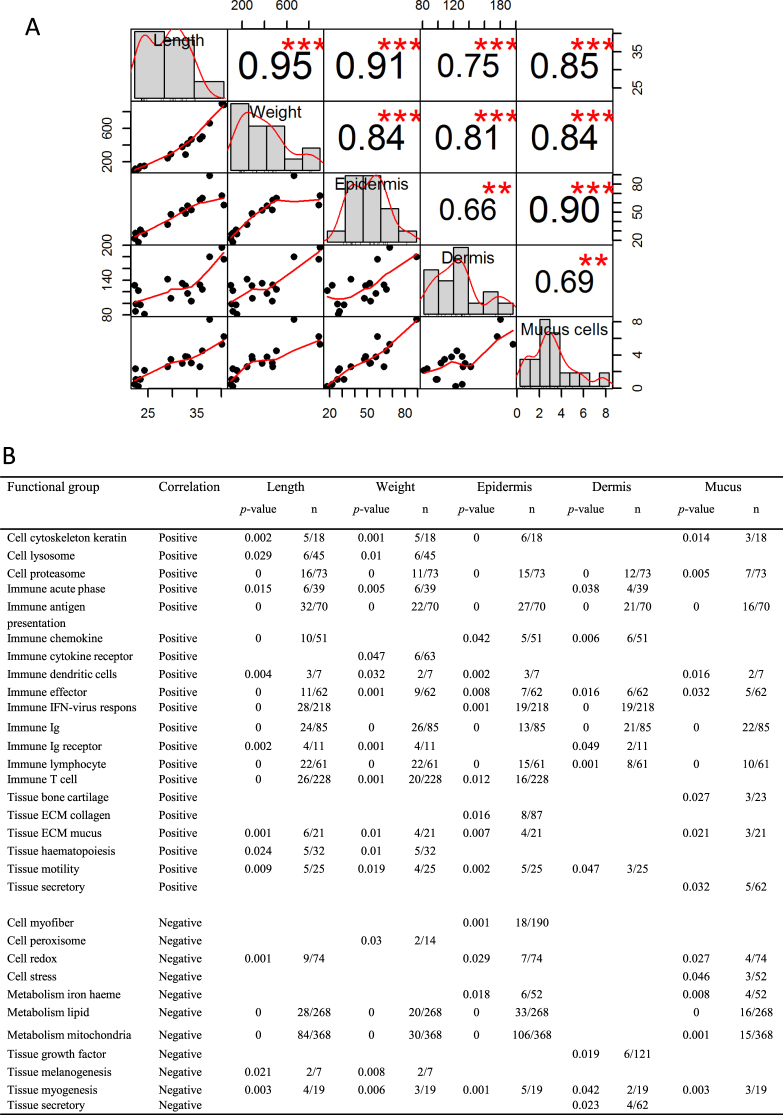
Correlation between physiological variables and gene transcription patterns. (**A**) Chart showing patterns of correlations across fish length, fish weight, skin epidermis thickness, skin dermis thickness and number of skin mucus cells. The distribution of each variable is shown on the diagonal. The bottom part of the diagonal shows scatter plots of the physiological measurements with a fitted line displayed. The top part shows the Pearson correlation coefficients for all pairs of variables including significant correlations marked by red stars with *p*-value: ***<0.001, **<0.01. (**B**) Results for positively followed by negatively correlated genes to the five variables. Fisher-test *p*-values are shown (all results for *p* > 0.05 were removed). Numbers of correlated genes are shown in column “n” together with the total number of genes in the respective category on the array.

## Discussion

Increased production in closed or semi-closed rearing systems is a strategic focus to reduce the risk of infectious sea lice infestation in the Norwegian Atlantic salmon aquaculture. Assessment of the growth and health performance of salmon in such rearing units is of high importance. An important limitation of the S-CCS investigated here was reduced water temperature during the summer months due to water intake below the sea lice belt. Given equal TGC in both systems, the difference of growth was explained mainly with difference in water temperature from deeper water intake (30 m). This agrees with previously findings reporting temperature and not salinity (28 and 34‰ salinity, at 4 and 8 °C temperature regimes) as a factor for growth rate during the first 2 months in seawater^23^. Still, effect of salinity on growth cannot be entirely excluded at higher temperature and longer time intervals as increased salinity could enhance energy expenditure^24–26^. Raceway systems are designed to control water velocity, which is known to affect growth performance^27,28^. The S-CCS investigated in this study provided constant current in contrast to the variable conditions in the open net-pen. In terms of growth performance, adjusted for temperature, no differences were found between the systems in our study.

Skin biopsies were used to study gene transcriptional changes, and gene group expression levels in relation to time PST and to morphological measured variables (by histology) of the skin. Gene expression changes suggest profound similarity of developmental processes that took place in skin of salmon reared in both systems. 

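Across the 14172 features, the log2-ER to smolts of net-pen and S-CCS had a Pearson r of 0.55 (Spearman 0.43) at 1M and 0.70 (Spearman 0.64) at 4M. Features are not independent replicates, and both changes were measured against the same 7 smolts, which raises r without any effect. In 1000 simulations of unchanged groups against shared smolts, r had a median of 0.48 and lay between 0.08 and 0.74 in 95% of them, and it was at least as high as observed in 311 at 1M and in 54 at 4M. With the smolts divided so that each system had its own, r averaged 0.32 over 70 divisions at 1M, with a range from 0.03 to 0.50. At 4M it averaged 0.51, with a range from 0.32 to 0.64. In 1000 simulations of unchanged groups with smolts divided in the same way, 32 had a mean r as high as at 1M and 0 as high as at 4M. Among features called in at least one system, 84.2% had one sign in both at 1M and 93.5% at 4M. This share cannot decide between common changes and shared smolts, because the simulations it was set against called far fewer features. In 100 simulations of unchanged groups with shared smolts, in which a median of 89.5 features was called per group, its median was 90.3%, and it was as high as observed in 74 at 1M and in 29 at 4M. The difference of 0.15 between the values of r at 4M and 1M had a 95% bootstrap interval from -0.05 to 0.33. Across times, r was 0.66 between net-pen 1M and S-CCS 4M and 0.60 between net-pen 4M and S-CCS 1M. The first of these exceeded r at 1M by 0.11, with a 95% bootstrap interval from -0.13 to 0.33. From the gene expression changes, the paper proposes similar developmental processes in both systems.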

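Of the features called against smolts in both systems in one direction, 328 of 359 at 1M and 560 of 635 at 4M were not called between the systems. Among the 635 at 4M the change was larger in net-pen for 313 and larger in S-CCS for 322, and among those also called between the systems 51 were larger in net-pen and 24 in S-CCS. At 1M, 262 of the 359 had the larger change in net-pen. A shift in time was counted as a call in net-pen at 1M and in S-CCS at 4M in one direction without a call in S-CCS at 1M, which 385 features met, 283 higher and 102 lower than smolts. Of these, 216 were also not called in net-pen at 4M. The mirror of this narrower profile, with the systems exchanged, was met by 51. The change from 1M to 4M itself differed between the systems in 2291 features at an adjusted p under 0.05 from limma's interaction contrast, and 146 of the 216 were among them. Of the 2291, 1083 went lower in net-pen and higher in S-CCS, 1039 went the other way and 169 changed in one direction. Selection for a difference between the 2 changes favours opposite directions by itself. All arrays of net-pen 1M and S-CCS 4M were on slides apart from those of net-pen 4M and S-CCS 1M, so a difference between these slides would add to the same contrast.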

The observed gene expression profiles between systems can be categorized as: (i) identical or similar, (ii) similar temporal changes with greater magnitude in open net-pens and (iii) stimulation in both systems with shift in time. Equal expression changes were observed in genes encoding mucus components and proteins that control secretory processes being in line with the increased numbers of mucus producing cells. Microarray data, as also indicated by acidity measurements (AB-PAS staining), suggested modification of the composition of mucus. We previously defined a novel group of genes, which are specific for fish, denoted as giant mucus protein (GMP) that encode high molecular weight multi domain proteins^22^. Here, several GMPs were down-regulated after seawater transfer, while a number of genes for other mucosal proteins were up-regulated indicating a change in mucus composition during transition to seawater. We have also shown that mucus composition in salmon skin is affected by other external parameters, like density and stress (Sveen *et al*., in prep), indicating that properties of mucus may alter in response of external cues.

Co-expression of coagulation cascade and complement is commonly observed in Atlantic salmon skin^29^ and provides a link between the secretory and immune activities. The immune status of salmon was of special importance in this study since recent transcriptome analyses in the head kidney, gill and intestine showed massive down-regulation of immune genes during smoltification, which persisted three weeks after seawater transfer^18^. Here, large-scale expression changes confirmed active immune role of salmon skin. Decreased transcription in comparison with smolts was observed 1 month PST mainly in three functional groups of immune genes, two of which (innate antiviral and T cells immunity) were previously shown to be most affected during smoltification^18^. At 4 months PST, an increase was observed in all groups suggesting that 4 months were sufficient for complete recovery and further stimulation of immunity. The effect was greater in the net-pen, which resulted in difference between the systems by several functional groups including antigen presentation, lymphocytes and B cells. Low temperatures tend to suppress defence in fish and adaptive immunity is especially sensitive^13,30^. This correlates to the increase in skin deterioration and susceptibility to infectious diseases at low seawater temperatures^3^. Given similarity of transcription profiles, fish in the S-CCS most likely required more time to reach the same level of resilience than those farmed in open net-pens, this effect may however be associated with temperature.

Skin thickness equally augmented in pace with the increase of body size, irrespective of the difference in mean temperature between the systems. Results presented here contradict a recently reported inverse relationship between epidermal thickness and temperature^31^. To the best of our knowledge, we are unaware of any additional reports on epidermis thickening in Atlantic salmon and if this is a normal developmental feature during the first time-period at sea. Long term effects of normal production stressors such as crowding and handling may be considered, as epidermal parameters and thickness of fish skin may be restored or even increased after exposure to acute stressors^32,33^. From the transcription analysis, enhanced expression indicates processes that might be prioritized in salmon skin after seawater transfer. Substantial highly co-ordinated changes took place in three functional groups related to the development of skin: erythrocyte markers that most likely indicated circulatory activity of skin, collagens and other protein components of ECM. Unlike genes involved in secretion and immunity, expression profiles were different between the systems. In S-CCS, expression profiles mirrored increase of epidermis thickness. Expression of two MMPs or collagenases (*mmp9* and *mmp13*), were in converse relationships to the collagen and ECM group. MMPs are actively involved in inflammatory and stress responses in Atlantic salmon^34^. Their activity may be central in collagen reorganization during wound repair in fish^35^ and ECM degradation during processes of skin remodelling^36,37^. The dermis layer of fish is primarily connective tissue infiltrated by fibroblasts, in which collagen fibres are an abundant component^38^. The transcription levels indicate a lower level of collagens in the skin of the S-CCS fish in line with the thinner dermis in S-CCS compared to open net-pen fish (4 months PST). Both swimming and temperature may affect ECM production, including collagens, in the vertebrae of Atlantic salmon^39,40^. Skin is likely similar or even a more adaptive tissue compared to bone. Thus, transcriptional differences of collagens and other genes of the ECM group between the two rearing systems could be associated to differences in system design. An alternative explanation to the contradictive expression profiles and microscopic observations is that there may be a relatively low speed of developmental processes and consequently time-lag between enhancement of genes expression and the visible changes.

In this study, microarray technology was used to examine the expression of thousands of genes simultaneously and histology used to measure physical dimensions and mucus characteristics of skin tissue. Skin of Atlantic salmon is a complex tissue and as most tissues composed of a mixture of different cell types. Although the site of the skin biopsy has been standardized there will be individual variances with a difference in tissue structure and cell types. This could provide inconsistent and imprecise measurements used to evaluate the tissues properties and influence the gene expression profiles used to describe functions, pathways and regulatory mechanisms at a given point in time. The microarray hybridization approach only allows a limited dynamic range of detection, and only sequences that are included on the array are detected making expressed non-complementary sequences lost in the analysis. In addition, the probes may not uniquely detect specific genes as related sequences may bind to one probe or a specific sequence to multiple probes. The individual variability and the technological limitations may render the results inaccurate and effect the clinical relevance of this study.

Therefore, a multidisciplinary approach was used to integrate microarray results with histological data sets and also production data like fish size. The combined dataset revealed groups of genes that may be involved or correlated to the morphological data. Some comparisons correlate well with what can be expected, such as mucus cell numbers were positively correlated to genes involved in ECM and mucus production and secretion. It is further indicated that gene groups of haem and lipid metabolism and mitochondria in the skin are negatively correlated to growth (length, and weight). Correlation analyses reveal these changes to be associated to the morphological restructuring of the epidermis and not the dermis part of the skin. Indicating that epidermis cells have at least two interacting gene networks between metabolism and the inversely expressed immune genes. Similar to the reported interplay in the intestinal epithelium of immune dysfunctional mice that increase immune functions at the expense of metabolic activity^41^.

To conclude, the differences in size between open net-pen and S-CCS Atlantic salmon are most likely linked to differences in water temperature between systems. Results suggest that epidermal and dermal thickness and mucus cell numbers increase with a gradual recovery of immune activity in skin PST. These immunosuppressive effects on skin PST may be of great importance to the integument defence mechanisms, since ulceration is assigned as the main probable cause of death in cases where infectious agents are involved^2^. In future studies, we propose to investigate when expression of immune genes exceeds the levels observed in smolts. Longer period of observations with larger number of time-points should be prioritized. Overall, our conceptual interpretation is that the period PST should be considered as a *barrier recovery phase* where the fish builds resilience and robustness for further growth. Temporary immune suppression is a strong argument for using rearing facilities that reduce encounter with fish pathogens during the first months in the sea.

## Electronic supplementary material

Supplementary Figure S1

# Supplementary material for: Atlantic salmon skin barrier functions gradually enhance after seawater transfer
**Source:** Sci Rep. 2018 Jun 22;8:9510. doi: 10.1038/s41598-018-27818-y
**Supplement:** Supplementary file 1 — Supplementary Figure S1

**Supplementary information**

Atlantic salmon skin barrier functions gradually enhance after seawater transfer

Christian Karlsen^1*^, Elisabeth Ytteborg^1^, Gerrit Timmerhaus^1^, Vibeke Høst^1^, Sigurd Handeland^2^, Sven Martin Jørgensen^1^, Aleksei Krasnov^1^

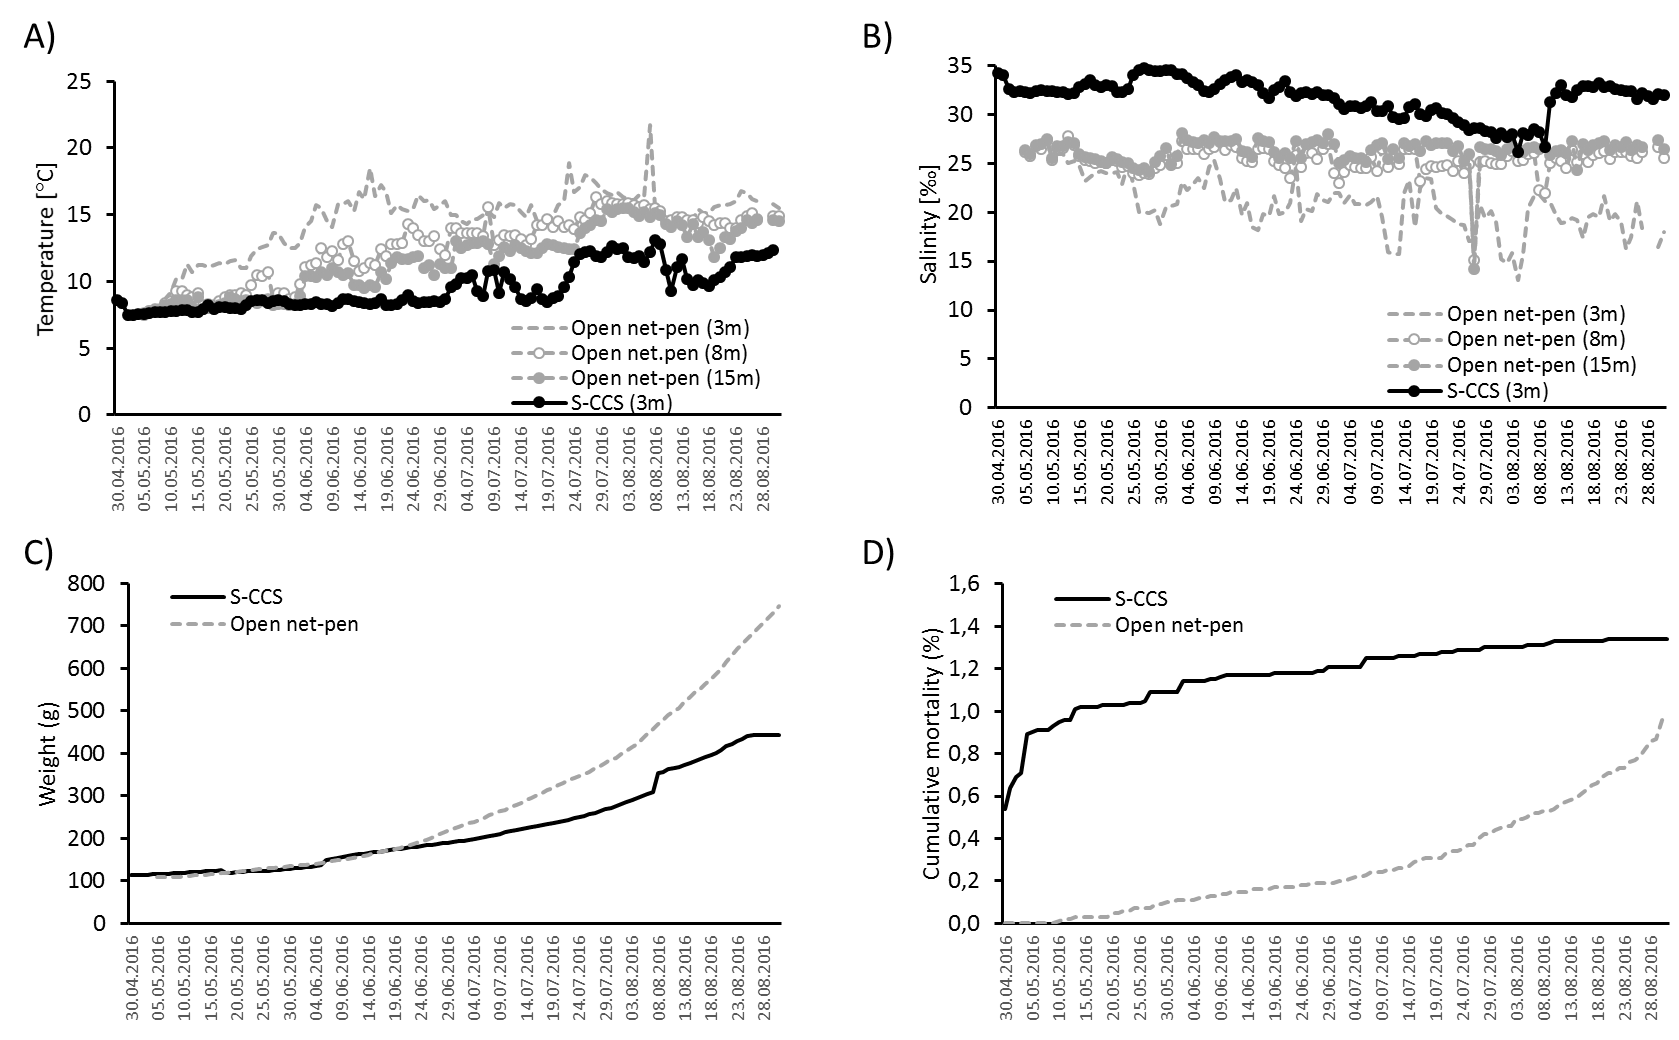

**Supplementary Figure S1.** Fish, farming and environmental parameters for the S-CCS and the open net-pen. Seawater temperature **A**) and salinity **B**) measured daily at different depths. **C**) The Atlantic salmon average weight as measured daily. **D**) Cumulative mortality during the experimental period.

How the deposited data were processed for this re-analysis (not part of the article)

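Skin of 7 smolts and of 6 post-smolts from each of net-pen 1M, net-pen 4M, S-CCS 1M and S-CCS 4M was hybridized to 31 single-colour arrays on 10 slides, all scanned on 1 day. Conditions and fish numbers were taken from the sample labels and the group sizes in the paper.

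The authors deposited the scanner software's table of each array, from which the processed signal, an intensity after background subtraction, was used. The software had divided this intensity by a multiplicative spatial trend on 7 arrays and left 24 without this step. The authors also deposited a table of processed values. Set against the scanner values, each column of it equals the median signal minus the local background intensity times one constant per array (SD of the log2 ratio between 0.00102 and 0.00132 over values of at least 200), so it holds scaled intensity, before ratios and lowess. This table served as an alternative. Ratios in log2 were computed here and are not part of the deposited values.

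Each array held 15377 spots, of which 536 were controls. The remaining 14841 all had different probe IDs, so no spots were averaged. Features well above background per array ranged from 84.3% to 97.1%, and the ratio of spot to background signal from 3.93 to 8.67 with a median of 6.38. Of the kept features, 145 values marked as non-uniform or outliers were left out. Arrays were scaled to equal mean intensity, features divided by their mean over arrays, and log2 ratios corrected by lowess with a span of 0.3. Fits used limma 3.58.1 in R 4.3.3, with tables read in Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3, and figures drawn with matplotlib 3.10.9. One fit with 5 groups covered 8 comparisons, and the difference between the systems in their change from 1M to 4M was an interaction contrast in that fit, with Benjamini-Hochberg adjustment per comparison over 14172 features. The paper's text gives the criteria for single genes and does not name the test behind them. The magnitude was a sum of squared mean log2-ER, with 1000 bootstraps over fish. For a difference of magnitudes only this bootstrap was planned, and the exact exchange of group labels was chosen after the data were seen.

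The comparisons, the filter, the criteria, the rule for naming features and the alternatives were chosen before the data were examined, apart from the values without multiplicative detrending, the values without one fish at a time and the exchange of labels, which were added later. The normexp values of the magnitude, and for the interaction the values with normexp, without lowess, with other filters and with array weights, were added later as well. The rule took, for each of the 6 comparisons of Fig. 2A, the 3 features with the highest and the 3 with the lowest log2-ER among those with an adjusted p under 0.05 whose fish did not overlap, of which 2 in each direction are printed. The alternatives were 75th percentile scaling, quantile normalization, normexp with an offset of 50, no lowess, the deposited processed values, other filters, other estimates of the spread, array weights, adjusted p, and fish number or slide as a block. Normexp was applied to the median signal in place of the mean signal named in the plan.

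The steps were tested on simulated data, with 200 of 14172 features changed. In net-pen 1M against smolts 196 of 200 were called at the criteria of the paper, with 133 unchanged features called, and 189 at an adjusted p under 0.05, with 13 unchanged. In S-CCS 1M against smolts 195 and 185 were recovered, with 133 and 10 unchanged features called. For the interaction contrast 160 of 200 were recovered.

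Functional groups and genes named in the paper were not analysed here, because the probe IDs matched none of the 65341 genes of the reference table. Histology, growth and correlations with them were not analysed here either.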

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

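The comparison of smolts between slides, the comparison of deviations between slides, the test of single spots in net-pen 1M fish 1, the test of added signal in S-CCS 1M fish 2 and 7 of the settings of the interaction were chosen only after the result was seen. In 35 groups of 6 or 7 values examined for a fish far from the others, 3 fish stood out, where chance gives 1.75.

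The change from 1M to 4M differed between net-pen and S-CCS in 2291 features at an adjusted p under 0.05 from limma. A random grouping of the fish is excluded, since only 1 of 100 groupings of the 24 post-smolts gave as many, the real one, and the highest of the others gave 259. The 5 alternatives set in advance for this count, which were 75th percentile scaling, quantile normalization, the deposited processed values, fish number as a block and slide as a random block, gave 2059 to 3135 features. Those added later were 2681 with normexp, 3366 without lowess, 3238 without multiplicative detrending, 2293 without a filter, 2141 with features well above background on all 31 arrays, 3299 with array weights and 2167 without S-CCS 1M fish 2. Over these features, signed by the interaction and so apart by construction, the mean log2-ER of net-pen was -0.30 at 1M and 0.20 at 4M, while S-CCS was at 0.29 at 1M and at -0.39 at 4M. The groups of each sign also share slides: net-pen 1M and S-CCS 4M lay on 6 slides and net-pen 4M and S-CCS 1M on the other 4. Smolts were hybridized on both sets, 4 with S-CCS 4M and 3 with the second set. If the slides were the cause, these smolts would differ by about 0.59 in the direction of the interaction. They differed by -0.14, in the opposite direction (two-sided exact permutation p = 0.257, where the smallest possible is 0.0286). This argues only against a difference shared by all slides of a set as the whole cause of the S-CCS part. Of the second set, smolt fish 3 alone shared a slide with S-CCS 1M, at a signed mean of 0.27. Smolt fish 11 and 12, at 0.018 and -0.065, lay on a slide without S-CCS arrays. For the slides of S-CCS 1M themselves the comparison rests on a single array and cannot decide. For the net-pen part the slides and the group cannot be told apart, since 0 arrays of another group lay on the slides of net-pen 1M. Within groups, fish on one slide did not deviate together: the mean correlation of their deviations minus that of fish on different slides was -0.0894, and the correlation estimated for slides as a random block was -0.04. Both were taken with the group means removed, so a difference between the sets of slides could not show in them. A shift in the timing of skin development between the systems stays open as a hypothesis, as does water temperature, which the paper gives as different between systems and times; neither was tested.

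Net-pen 1M fish 1 was far above the other 5 fish of its group at Ssa#CB509156, with a gap of 0.701 of the group's range and a log2-ER to smolts of 1.09 against -7.64 for the next fish. A smolt in place of this fish is argued against: over features called from the other 5 fish, it lay at 0.848 on a line from smolts at 0 to the other net-pen 1M fish at 1, and the 6 fish lay between 0.709 and 1.07. A fault of one spot could not be excluded. Of the 10 features closest in profile to Ssa#CB509156 over the remaining fish, 1 was highest in this fish among net-pen 1M fish, where chance gives 1.67. Against a single spot speaks Ssa#CK888312, a separate spot, at which the signal of this fish was also the highest of its group at 75565. A fish that had not yet lost these transcripts remains a hypothesis, and no biological explanation was tested.

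Smolt fish 1 was far above the other smolts at Ssa#GRASP209734281, with a gap of 0.667 of the group's range. Its signal was 117, against 5.12 to 17.4 in the other smolts, and one smolt was not well above background. A post-smolt in place of this fish is argued against. Over features called from the other 6 smolts, it lay at 0.129 on a line from smolts at 0 to post-smolts at 1. The smolts, each placed in this way, lay between -0.0522 and 0.451, with fish 12 the highest. Of the 10 features closest in profile over the remaining fish, 2 were highest in this fish among smolts, where chance gives 1.43, so a fault of one spot stays open. No biological explanation was tested.

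S-CCS 1M fish 2 had 97.1% of features well above background, with a gap of 0.636 of its group's range to the next array at 93.4%. A lower limit for calling a signal well above background is argued against: with one common limit for the 6 arrays the gap was 0.731. Signal added to every spot of this array may be the source. The dimmest 10% of features were raised relative to the brightest 10% by 2.31 on the log2 scale, where the other 5 arrays ranged from -0.28 to 0.13. Whether such signal came from background or from unspecific binding was not tested. The lowess step removes a trend with intensity, and without this fish the count in S-CCS 1M was 862 in place of 724, the count between systems at 1M 938 in place of 872, the magnitude 2500 in place of 2322 and the interaction count 2167 in place of 2291. The net-pen 1M count stayed the higher one.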

How the results depend on the processing

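The values without multiplicative detrending, the values without one fish at a time, the normexp values of the magnitude, 5 of the settings of the interaction, the test of the detrending and the test of the signal of features lost after normexp were chosen only after the result was seen. The other alternatives were not.

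The groupings exclude a random division of the fish as the source of each count against smolts, between systems, and over all comparisons. Only 1 of 100 groupings, the real one, gave as many features in each of these 7 results. Fish of a system shared a single enclosure, so variation between enclosures or sites was not tested. Of the 5 differences between counts, the rise from 1M to 4M in S-CCS had 1 of 100 groupings as large, or 0.05 after adjustment over the 5, the smallest share 100 groupings can give here. The higher count of net-pen at 1M had 3 of 100, or 0.075 after adjustment, and another grouping gave a difference of 562 against 470, so chance is not excluded after adjustment. It is not excluded either for the rise in net-pen (34 of 100), the higher count of S-CCS at 4M (14 of 100) and the difference between the 2 counts between systems (45 of 100).

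The rise from 1M to 4M in each system had one direction in all 16 settings of the counts. So did the higher count of net-pen at 1M. Without smolt fish 2 the net-pen rise was small, from 1179 to 1183. An adjusted p under 0.05 from limma in place of both criteria gave a net-pen fall in most settings, such as without lowess (2633 to 2414). S-CCS had the higher count at 4M in 14 of 16, the exceptions being normexp (610 against 611 in net-pen) and array weights (1662 against 1711). The count between systems rose from 1M to 4M in 4 of 16: well above background on all 31 arrays (539 to 542), array weights (885 to 888), ordinary variance (734 to 741) and adjusted p without the log2-ER threshold (912 to 1123). The number between systems with an adjusted p under 0.05 from limma rose in most other settings as well, and fell without lowess (1591 to 1221).

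Normexp background correction gave 403 features in net-pen 1M, 611 in net-pen 4M, 201 in S-CCS 1M, 610 in S-CCS 4M, 251 between systems at 1M, 243 at 4M and 1462 over all comparisons. The features lost in this way were likely those of low signal: 2558 of 3866 were no longer called, with a median signal of 47.9, against 600 in those called both ways. Adjusted p without the log2-ER threshold gave 2653 in net-pen 1M, 2704 in net-pen 4M, 3493 in S-CCS 4M and 6437 over all comparisons. With the threshold, it gave 377 in S-CCS 1M and 408 and 401 between systems at 1M and 4M; here the criterion itself makes the difference. Restriction to features well above background on all 31 arrays, which leaves fewer features, gave 539 between systems at 1M. Each other count was within 1.5 times the value at the claims. The number with an adjusted p under 0.05 from limma also moved with the setting. In S-CCS 1M that number was 284 with normexp and 1527 with array weights, against 643. Array weights gave 4258 in net-pen 1M, 4026 in net-pen 4M and 5096 in S-CCS 4M.

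The magnitude in net-pen 1M, net-pen 4M, S-CCS 1M and S-CCS 4M was 4324, 4806, 3132 and 5405 over all kept features, 2380, 3027, 1574 and 3467 over the features called in that comparison, and 2590, 3201, 1767 and 3511 minus squared standard errors; the features or the term taken off make these differences. It was 2306, 2843, 1732 and 3164 with the deposited processed values, 970.5, 1425, 784 and 1459 with normexp, and 4485 in net-pen 4M with 75th percentile scaling; the cause was not tested. Net-pen had the larger magnitude at 1M in each of these settings, and S-CCS had it at 4M in each but 75th percentile scaling, with a ratio of 0.959. Under 75th percentile scaling the median log2-ER of all features was 0.14 in net-pen 4M and 0.13 in S-CCS 4M, against -0.01 and 0.02 in the values at the claims. Without lowess it was -0.18 between systems at 1M and 0.16 at 4M.

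Fish numbers do not pair the groups. Fish of one number in different groups had deviations with a mean correlation of 0.00 over 60 pairs, from -0.42 to 0.35. With fish number as a block the counts were 1229, 1313, 829 and 1552 against smolts and 862 and 766 between systems. With slide as a random block they were 1203, 1340, 775, 1595, 914 and 769. With slide as a fixed block over 25 arrays they were 1046 in net-pen 4M, 563 in S-CCS 1M, 1809 in S-CCS 4M and 1150 between systems at 4M, but the adjusted p was under 0.05 in only 734, 55, 2514 and 17, against 2772, 700, 3607 and 1334 over the same arrays without the block. The median standard error was 0.36 with the block and 0.20 without it between systems at 4M.

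Without the software's detrending, the features with an adjusted p under 0.05 rose to 3382 in net-pen 1M, 3265 in net-pen 4M, 884 in S-CCS 1M, 4074 in S-CCS 4M, 1735 and 1755 between systems and 3238 for the interaction. An error added by the detrending could be the cause. On 5 of the 7 detrended arrays the deviation from the group followed the divided-out trend more closely with detrending than without, with an absolute correlation of up to 0.628 with it and up to 0.152 without it. On the other 2 arrays, net-pen 4M fish 1 and fish 2, it was the reverse. All 4 detrended arrays of net-pen 4M could be compared with only 2 arrays, among them fish 12 and fish 6 of the 5. The cause stays open.

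With one fish left out at a time the counts ranged from 1079 to 1381 in net-pen 1M, 1183 to 1458 in net-pen 4M, 637 to 862 in S-CCS 1M, 1484 to 1778 in S-CCS 4M, 748 to 1102 between systems at 1M and 675 to 866 at 4M. For the 4 features given by probe ID, alternatives were run in one comparison each, S-CCS 4M for Ssa#GRASP209734281 and Ssa#CB509156 and net-pen 4M for Ssa#S30269971 and Ssa#CK888312. In these the direction and an adjusted p under 0.05 were kept in 5 of 5 alternatives. Normexp was not among these alternatives. Signal over background limits the dim features: the median ratio of spot to background signal was 6.38 over arrays.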

Differences from the paper's values

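The normexp values of the magnitude were chosen only after the result was seen. The paper's number of genes differentially expressed in at least one comparison is 1816, and the number of features here was 3866. Of the 15 alternatives set before the data were examined, normexp background correction gave 1462, within 1.5 times the paper's number, and the other 14 did not come within it.

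The paper shows about 550 genes in net-pen 1M, about 620 in net-pen 4M, about 250 in S-CCS 1M and about 870 in S-CCS 4M in Fig. 2A, read by eye, where the counts here were 1194, 1317, 724 and 1595. Between the systems it shows about 220 at 1M and about 300 at 4M in Fig. 2A, read by eye, where 872 and 778 were found. Under normexp background correction the counts were 403, 611, 201, 610, 251 and 243, each within 1.5 times the paper's. The adjusted p with the log2-ER threshold gave 401 between the systems at 4M, also within it. The other alternatives set before the data were examined stayed outside it in all 6 comparisons.

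The paper shows magnitudes of about 1500 in net-pen 1M, about 1900 in net-pen 4M, about 1100 in S-CCS 1M and about 2300 in S-CCS 4M in Fig. 2B, read by eye, where the values here were 3145, 3757, 2322 and 4066. With the deposited processed values 2843 in net-pen 4M and 3164 in S-CCS 4M were within 1.5 times the paper's, as was 1574 in S-CCS 1M over the features called in that comparison. None of the 5 alternatives set before the data were examined came within it in net-pen 1M. The remaining alternatives did not in the other groups. The paper's text does not define its magnitude, so whether it is the same sum on the same scale is not known. Normexp, run for the magnitude only after these values were seen, gave 1425 in net-pen 4M and 784 in S-CCS 1M, within 1.5 times the paper's, and 970.5 in net-pen 1M and 1459 in S-CCS 4M, outside it.

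The paper states that the number of genes differing between the systems rose between the times, while here the count went from 872 at 1M to 778 at 4M. It rose with features well above background on all 31 arrays (539 to 542) and with array weights (885 to 888). It also rose with the ordinary variance (734 to 741) and with adjusted p without the log2-ER threshold (912 to 1123). The number with an adjusted p under 0.05 from limma rose in most other settings too, and fell without lowess (1591 to 1221). By the criteria of the paper, leaving out net-pen 1M fish 12 gave a rise as well (748 to 778), and leaving out S-CCS 1M fish 1 a larger fall (1102 to 781). The paper states a higher count and a larger magnitude of S-CCS at 4M, which the values here also show except for the count after normexp (610 against 611 in net-pen) and with array weights (1662 against 1711), and the magnitude with 75th percentile scaling (4301 against 4485).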

Other observations

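The tests of shared smolts, of features present in some fish and absent in others, and of the principal component were chosen only after the result was seen.

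The changes of net-pen and S-CCS against smolts were correlated across features, with r of 0.55 at 1M and 0.70 at 4M. Shared smolts alone can give such values, since unchanged groups compared with shared smolts had an r as high in 311 of 1000 simulations at 1M and in 54 of 1000 at 4M. As the whole cause they are argued against by the values with a different part of the smolts for each system. There the mean r was 0.32 at 1M and 0.51 at 4M, and unchanged groups divided in the same way reached it in 32 and 0 of 1000 simulations. The share of called features with one sign in both systems cannot decide this. Simulations with shared smolts reached it in 74 of 100 at 1M and 29 of 100 at 4M, but with far fewer features called. The mean r at 4M, reached in 0 of 1000 simulations, therefore argues for changes common to both systems. At 1M, where 32 reached it, such changes may add to the correlation. Net-pen and S-CCS fish lay on different slides at each time, so a slide shared by both systems is not the source. Water temperature was not part of these simulations, and the cause of common changes stays open.

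In 26 of 14721 features, the log2 signals of the 31 fish were parted by a gap of more than 2, with at least 4 fish on each side. The median gap was 2.82 and the largest 5.60. In 9 of these, fish of both sides occurred in all 5 groups, and the split was tied to the group in 1 of the 26 at an adjusted p under 0.05 of Fisher's exact test. Faults of single spots are argued against as the whole cause, because 6 features shared an identical split of the 31 fish with another feature, where the highest of 1000 shuffles gave 2. The slide stays open. Over the 25 features not tied to group, pairs of one group on one slide lay on one side of the gap 3.88 percentage points more often than pairs on different slides (69.3% against 65.5%, one-sided permutation p = 0.0949). A variant carried by some fish in the sequence of the probe is a candidate explanation, which was not tested.

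The first principal component of the deviations of fish from their group means held 23.9% of the variance. Of 4 array measures, the mean processed signal had a relation with it, with an absolute Pearson r of 0.537 (permutation p = 0.00178, adjusted 0.00712) and an absolute Spearman rho of 0.412 (permutation p = 0.0208) over 31 arrays. Without the 2 arrays farthest from the median, r was 0.404. For the other measures the adjusted permutation p was 0.437 or higher.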
